A study of Mus musculus with 8 samples. Its data were reported in "Loss of Ciliary Gene Bbs8 Results in Physiological Defects in the Retinal Pigment Epithelium" (2021).

How the data were processed

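Gene expression was measured by QuantSeq 3′ mRNA sequencing, which reads the 3′ end of polyadenylated transcripts, in retinal pigment epithelium (RPE) eyecup preparations from mice at postnatal day 11 (P11). The RPE is the pigmented cell layer behind the photoreceptors. Bbs8, whose gene symbol in the annotation is Ttc8, encodes a subunit of the ciliary BBSome complex. The 8 libraries fell into 2 groups by the genotype given in the labels: 4 from wild-type littermates (Bbs8+/+) and 4 from knockout animals (Bbs8-/-). Samples of the study at other ages were not analysed here.

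The deposited values were raw counts of uniquely aligned reads per gene, one file per library. To make these counts, the authors trimmed adapters, poly-A tails and low-quality ends with BBDuk, aligned the reads with STAR to the mouse mm10 assembly with an Ensembl gene model, and counted reads per gene with htseq-count. The same files closed with the counter's summary lines for reads outside annotated genes, ambiguous reads and reads with several alignments. The study's own filter on multi-mapped reads could not be repeated from these counts and was not applied. No molecular identifiers were named, so intervals and floors given here cover counting error only. The strand setting of the counting was not stated, and genes that overlap on opposite strands or share sequence with close copies, such as the gamma crystallins, are therefore uncertain.

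Each file held 31053 gene identifiers, of which 30934 had an entry in the GENCODE M21 annotation of the same assembly and 119 did not. Symbols, positions (1-based), and the GC content of the last 500 bases of the longest transcript were taken from that annotation. Total gene counts ranged from 1636725 to 2884983 per library. The smallest level the depth could show, set at 3 counts, was 1.04 to 1.83 CPM (counts scaled to the library total).

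Genes with at least 1 CPM in at least 4 libraries were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM normalization, with genotype as the only factor. Tests were two-sided, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method with a threshold of FDR 0.05. The design followed the study's methods, which name edgeR generalized linear models at this threshold. CPM values are TMM-normalized and given as mean ± SD with n = 4 per genotype. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene sets with at least 3 tested members were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 13 sets, and separately over the 2 sets added later. The value given for a set is the median log2 fold change of its tested members. The 3 RPE lists were the fetal, adult and signature lists that the study used. The other sets were written from general knowledge of marker genes. Apart from the 2 sets added later, all sets were fixed before the data were examined. They were fixed after the study's own calls on these libraries had been read. The lens, keratin and study gene lists are therefore not independent of those calls. Single library measures were compared by two-sided exact permutation tests, for which 0.0286 is the smallest p that 4 against 4 libraries allow.

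The genes named were chosen by a rule fixed before the data were examined: Ttc8; a list of 10 genes named in the study's sequencing results; a panel for epithelial-to-mesenchymal transition (EMT); members of the RPE lists past FDR 0.05; and, among genes past FDR 0.05 with a mean of at least 10 CPM and no overlap between the genotypes, the 8 largest rises and the 8 largest falls. Sex-linked genes, keratins and myelin genes named in addition were chosen outside that rule. Some genes that met the rule are not reported here.

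The procedure was tested on simulated counts drawn from the real means and library sizes, in which 200 of 13770 tested genes were changed. Each changed gene moved by 1 on the log2 scale and was taken from genes above a minimum mean count. The variance of every gene was set at 2 times its mean. The real calls had a median absolute log2 fold change of 0.435, so recovery of changes of that size was not tested. The edgeR quasi-likelihood test recovered 148 of the 200 and made 9 false calls among 157. DESeq2 1.42.0 recovered 142 with 3 false calls, and a likelihood ratio test with a fixed coefficient of variation of 0.1 recovered 175 with 86 false calls. Camera recovered the 1 shifted set and gave an unadjusted p under 0.05 for 2 of 50 random sets. Genes were simulated independently of each other, so the setting of the inter-gene correlation was not tested.

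Replicate numbers in the titles were shared between genotypes, and the fit with that number as a block was run as an alternative. The other alternatives were RLE size factors, total counts only, filterByExpr or no filter on low counts, a likelihood ratio test, the DESeq2 Wald test, the fixed coefficient of variation, FDR 0.01, an absolute log2 fold change of at least 0.5, leaving out each library in turn, the fry test, an inter-gene correlation of 0.05, and matching through older symbols. A further 3 alternatives were chosen after seeing the data: thinning all libraries to the smallest total, leaving out Gm42418 and the mitochondrial genes, and offsets by bins of GC content. The endothelium and myelinating glia sets were also added after single genes had been seen. Gene ontology enrichment was not run.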

Results

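The data set comprised 8 QuantSeq 3′ mRNA libraries from RPE eyecups of P11 mice, 4 of each genotype. The comparison addresses how loss of the ciliary gene Bbs8 alters gene expression in the RPE before the photoreceptor outer segments are mature. Total gene counts were 2277227, 2522532, 2159295 and 2884983 in Bbs8+/+ replicates 1 to 4, and 1636725, 1923692, 2175355 and 2179761 in Bbs8-/- replicates 1 to 4. The totals did not differ beyond the spread between libraries (exact permutation p = 0.0857). The number of genes detected was 15394 ± 87.7 in Bbs8+/+ and 15421 ± 238 in Bbs8-/- (SD, n = 4 each). A single transcript, Gm42418, took 15.2% to 18.3% of the counts of each library. No 2 files held identical values. Counts of libraries of one genotype differed by more than Poisson noise in every pair, with a median chi-square index between 1.85 and 2.79, where 1 is the value under Poisson noise. The 8 were analysed as separate replicates because the labels give them as such. The paper's methods also count every animal as a biological replicate, with at least 4 for RNA sequencing.

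The targeted gene was examined first. Ttc8 (ENSMUSG00000021013) lies on chromosome 12 from 98920574 to 98983238 in mm10. Its level was 14.7, 19.7, 18.2 and 21.7 CPM in the 4 Bbs8+/+ libraries and 9.72, 3.66, 2.3 and 4.21 CPM in the 4 Bbs8-/- libraries. The log2 fold change was -1.95 with a standard error of 0.317 (edgeR quasi-likelihood FDR 2.75e-06), and the genotypes did not overlap. Between 5 and 16 counts per library remained in Bbs8-/-, with the highest level in replicate 1. The alternative that moved this value most was the fit without Bbs8-/- replicate 1, which gave -2.44.

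Of 13813 genes tested, 152 were up-regulated and 157 were down-regulated in Bbs8-/- at FDR 0.05. The alternative that moved these counts most in number was a fixed coefficient of variation of 0.1, which gave 272 and 304 genes, while a minimum absolute log2 fold change of 0.5 left 62 and 69. At an unadjusted p under 0.05 there were 1792 genes. Changes were small for most genes. The median absolute log2 fold change of the 309 genes was 0.435, and 48 of them changed by at least 1 on the log2 scale, 28 upward and 20 downward. The libraries of the genotypes did not overlap for 270 of the 309. Among all tested genes 1019 (7.38%) showed no overlap, where chance gives 2.86%.

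**Figure D1:**
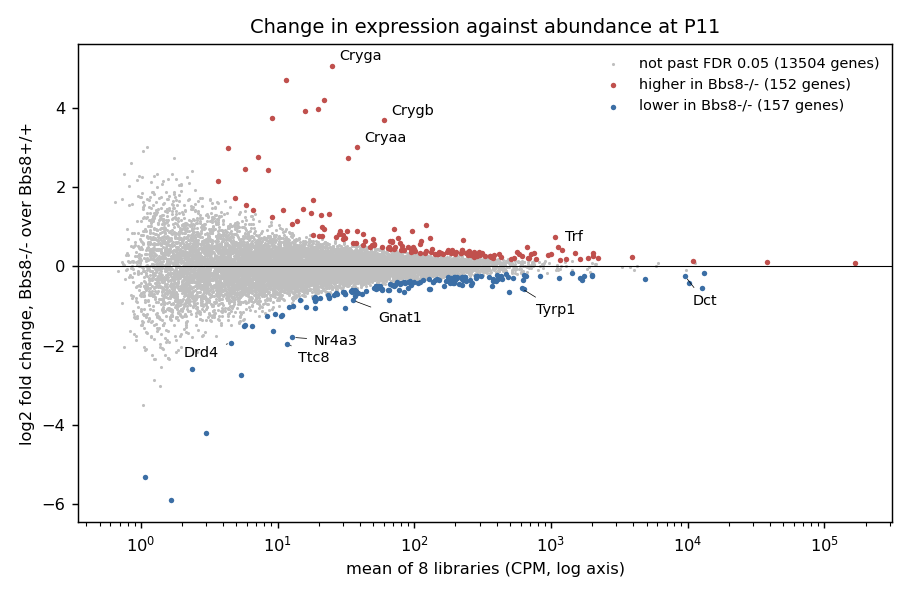
Each point is one of 13813 tested genes, with its mean over 8 libraries (CPM, log axis) on the horizontal axis and its log2 fold change (Bbs8-/- over Bbs8+/+) on the vertical axis; red and blue points are the 152 and 157 genes past FDR 0.05. Crystallin genes lie farthest up, with Cryga at 5.06, and Ttc8 lies at -1.95.

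The 8 largest rises that met the rule for named genes were all in crystallin genes, which encode structural proteins of the lens. Crygb (chromosome 1, 65080219 to 65082288) rose from 8.40 ± 5.86 to 111 ± 17.6 CPM (SD, n = 4 each), a log2 fold change of 3.68 with a standard error of 0.182 (edgeR FDR 4.1e-38). Cryaa on chromosome 17 rose from 8.44 ± 0.839 to 67.7 ± 12.6 CPM, and Cryba1 on chromosome 11 from 8.43 ± 0.746 to 56.9 ± 11.0 CPM. The log2 fold changes of Cryga, Crygc, Crygd and Cryge were 5.06, 4.19, 3.97 and 3.92. Crygf had no more than 3 counts in any Bbs8+/+ library and was at least 18.2-fold higher in Bbs8-/-. The gamma crystallin genes lie close together on chromosome 1 and are similar in sequence, so the division of reads between them is uncertain. All 8 kept their direction and an edgeR or DESeq2 FDR of at most 1.83e-11 in every alternative.

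Besides Ttc8, the largest falls included Nr4a3, Zfp780b, Tbx1, Mal, Gm40841 and Hpse. Nr4a3 on chromosome 4 fell from 19.9 ± 1.49 to 5.70 ± 2.00 CPM (SD, n = 4 each), a log2 fold change of -1.79 with a standard error of 0.292 (edgeR FDR 2.96e-06). Mal on chromosome 2 fell from 25.2 ± 3.06 to 12.1 ± 3.26 CPM. The other log2 fold changes were -1.26 for Zfp780b, -1.24 for Tbx1, -1.03 for Gm40841 and -1.02 for Hpse. Hpse lost its call in 7 of 19 alternatives, Tbx1 in 2 and Gm40841 in 1.

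**Figure D2:**
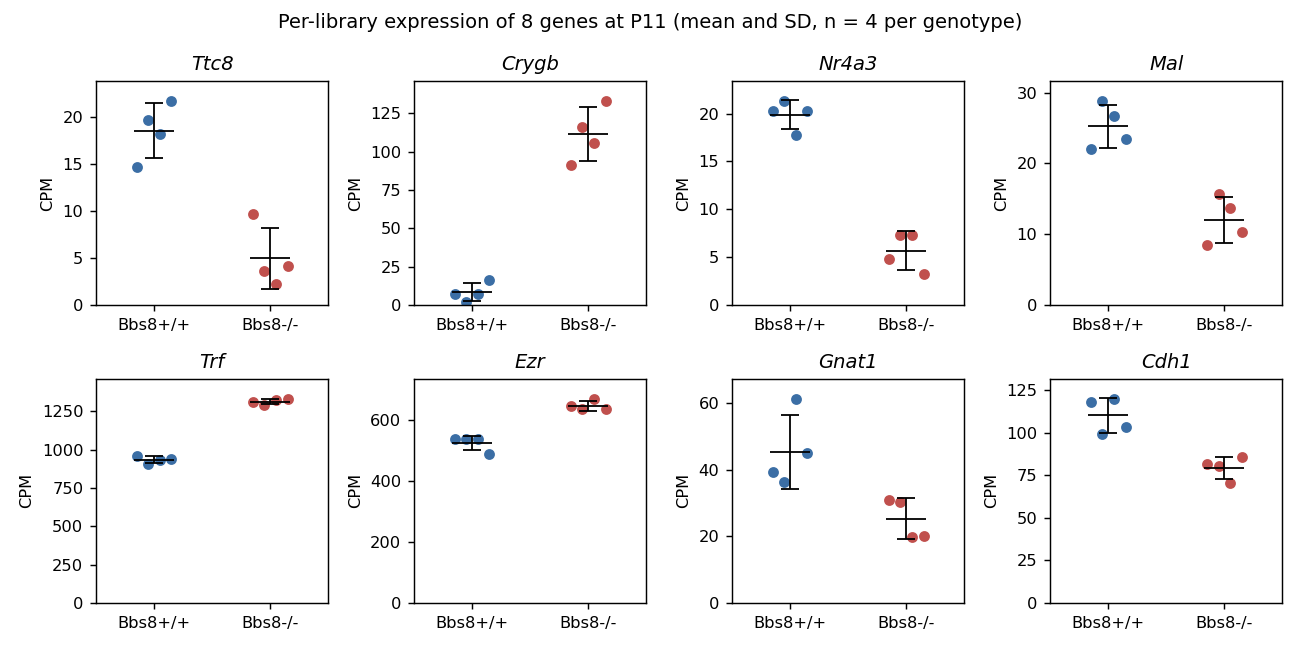
Points are single libraries (CPM on a linear axis from 0), with Bbs8+/+ in blue and Bbs8-/- in red, and the black bars are mean and SD of 4 libraries. In all 8 genes the libraries of the genotypes do not overlap, and Ttc8 lies between 14.7 and 21.7 CPM in Bbs8+/+ against 2.3 to 9.72 CPM in Bbs8-/-.

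All 10 genes of a list taken from the sequencing results that the study describes passed FDR 0.05, 7 upward and 3 downward. Because this list comes from the study's own calls on these libraries, that count carries no information on stability. Trf, which encodes transferrin, rose from 934 ± 22.3 to 1314 ± 16.9 CPM, a log2 fold change of 0.49 (edgeR FDR 1.11e-15). Ctsd, Mt1, Ezr and Vegfa rose by 0.33, 0.27, 0.30 and 0.33 on the log2 scale. The rise of Anxa2 was 0.23 with FDR 0.0498, and that of Trpm3 was 0.22 with FDR 0.0393. These calls were lost in 14 and 12 of 19 alternatives, respectively. The photoreceptor gene Gnat1 fell from 45.5 ± 11.2 to 25.3 ± 6.20 CPM, a log2 fold change of -0.86 (edgeR FDR 0.000502). S100b changed by -0.46 and Drd4 by -1.92, the latter from a mean of 7.15 CPM, and Drd4 lost its call in 6 alternatives.

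To address RPE maturation, the 3 published lists of RPE genes were examined. In the adult RPE-specific list, 1 gene was up-regulated and 6 were down-regulated among 64 tested. In the fetal list the numbers were 1 and 4 among 55, and in the RPE signature list 3 and 8 among 156. Adjusted over each list alone, they were 3 and 8 (adult), 2 and 4 (fetal) and 4 and 13 (signature). As a whole the adult list was shifted downward with a median log2 fold change of -0.09 (camera FDR 0.00552), with 42 of 64 genes lower. This shift was not past the threshold at an inter-gene correlation of 0.05 (FDR 0.0843). The fetal list (median 0.01, camera FDR 0.483) and the signature list (median -0.01, camera FDR 0.192) were not shifted. Among list members past the threshold, Tyrp1 fell from 725 ± 60.3 to 492 ± 35.5 CPM (log2 fold change -0.56, edgeR FDR 5.59e-14) and Enpp2 from 602 ± 44.5 to 383 ± 8.58 CPM (-0.66, FDR 4.09e-17). Ednrb, Dct, Pmel, Igfbp5, Eln, Klf9, Mitf, Serpinh1, Trpm1, Hpgd, Spp1, Sox11, Calu, Tmem127 and Cdh1 were among the others that were lower. Unc119, Utp3, Arl6ip1, Trpm3 and Vegfa were higher. Utp3, Calu, Unc119, Sox11, Tmem127 and Arl6ip1 lost their calls in 11, 10, 9, 7, 6 and 3 of 19 alternatives, respectively. Vegfa, Dct, Pmel, Igfbp5, Serpinh1 and Trpm1 lost theirs in 1 each. Tyrp1, Enpp2, Ednrb, Eln, Klf9, Mitf, Hpgd, Spp1 and Cdh1 kept theirs in all 19.

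For EMT, 17 panel genes were tested. Cdh1, which encodes E-cadherin, fell from 110 ± 10.3 to 79.5 ± 6.50 CPM (log2 fold change -0.47, edgeR FDR 0.00269), Sdcbp changed by -0.42 and Sox9 by -0.33. The other 14 panel genes were not past the threshold. Among them Snai1 (-0.24, FDR 0.866), Tjp1 (-0.13, FDR 0.731) and Cldn19 (-0.23, FDR 0.955) overlapped between the genotypes. Cldn19 had at most 8 counts in any library, and a change in it was not detectable at this depth. The panel had a median of -0.13 (camera FDR 0.0243), but reversed to 0.021 without Bbs8-/- replicate 3. By the paper's account EMT lowers Cdh1, Tjp1 and claudins while Snai1 rises. The panel holds genes of both kinds, so a shift of its median in either direction does not test EMT.

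Further marker sets, among them those of neighbouring tissues, were compared in the same way. The pigment cell set shares Tyrp1, Ednrb, Dct, Pmel, Trpm1 and Mitf with the RPE lists above. The lens set of 20 genes had a median log2 fold change of 2.74 (camera FDR 8.78e-114), with 19 of 20 genes higher. Its summed level was 243 ± 15.5 CPM in Bbs8+/+ and 681 ± 18.7 CPM in Bbs8-/- (SD, n = 4 each). Pigment cell genes were lower (median -0.23, camera FDR 1.25e-15, 18 of 20 genes), as were genes of fibroblasts and extracellular matrix (median -0.13, FDR 1.84e-05, 20 of 29 genes). Skeletal muscle genes were higher (median 0.15, FDR 0.00016, 19 of 26 genes). Visual cycle genes of the RPE were slightly higher (median 0.10, FDR 0.00668, 12 of 16 genes). Hemoglobin genes had a median of 0.07 (FDR 0.0243). Photoreceptor genes (median 0.06, FDR 0.865) and 18 other BBS genes (median -0.14, FDR 0.501) were not shifted. No other BBS gene was past FDR 0.05, and 4 had an unadjusted p under 0.05. The keratin set of surface epithelium had a median of -4.20 (FDR 0.0011) that rested on 3 of its 5 tested genes, and it was -0.13 (FDR 0.262) after thinning. Krt15, Krt6a and Krt13 had at most 3 counts in any Bbs8-/- library and were at least 3.71-fold, 2.14-fold and 1.38-fold lower.

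**Figure D3:**
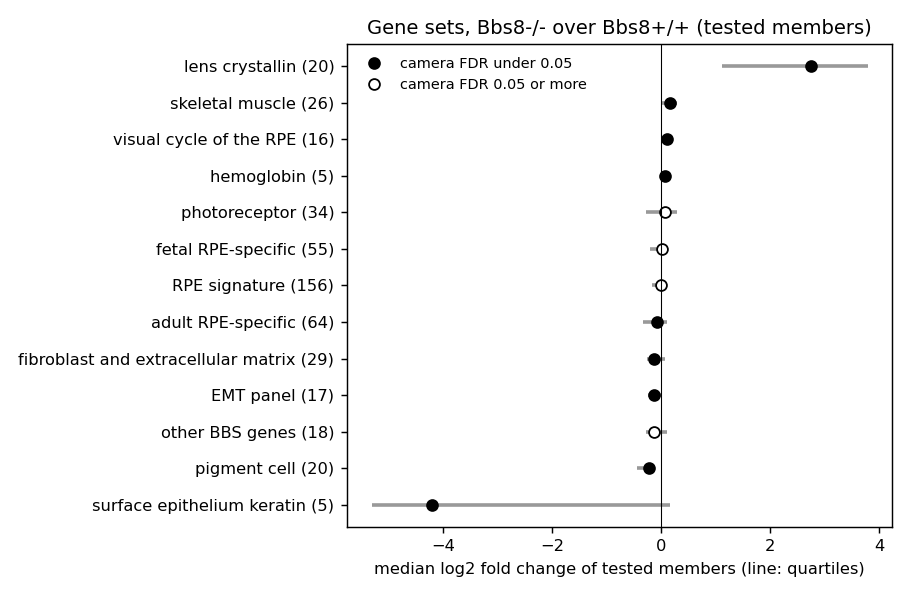
For each of 13 gene sets, with the number of tested members in brackets, the point is the median log2 fold change (Bbs8-/- over Bbs8+/+) and the line spans the quartiles; filled points have a camera FDR under 0.05. The lens set lies at 2.74 and the keratin set at -4.20, and the medians of the other 11 sets lie between -0.23 and 0.15.

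Sex-linked transcripts were measured in each library. Xist, which is expressed from the inactive X chromosome of females, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were detected in all 8 libraries. The summed Y-linked level was 61.4 ± 2.77 CPM in Bbs8+/+ and 114 ± 6.24 CPM in Bbs8-/-, and Xist was 690 ± 44.3 and 589 ± 24.7 CPM (SD, n = 4 each). Ddx3y, Uty and Kdm5d were past FDR 0.05 with log2 fold changes of 0.69, 1.34 and 1.15, as was Xist with -0.23. Eif2s3y (0.86, edgeR FDR 0.362) was not. The Y-linked share of Y-linked plus Xist counts was 8.19% ± 0.508 in Bbs8+/+ and 16.25% ± 1.14 in Bbs8-/- (exact permutation p = 0.0286, two-sided). The genotypes therefore differed in sex-linked transcripts as well as in Bbs8.

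**Figure D4:**
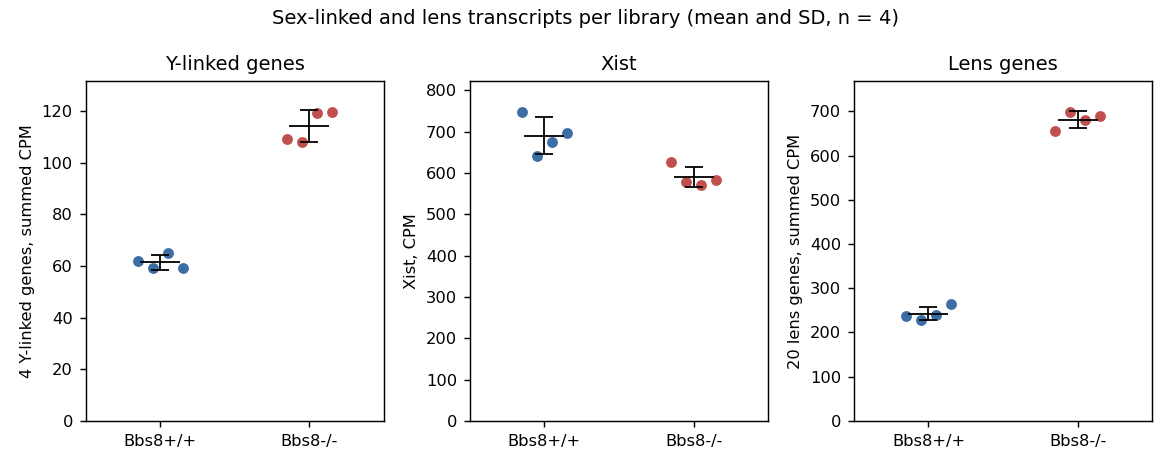
Points are single libraries (CPM on linear axes from 0) for the sum of 4 Y-linked genes, for Xist and for the sum of 20 lens genes, and the black bars are mean and SD of 4 libraries per genotype. Y-linked levels are 59.07 to 65.02 CPM in Bbs8+/+ and 108 to 120 CPM in Bbs8-/-, and lens levels are 228 to 265 CPM against 655 to 699 CPM.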

Values the study reported

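At P11 the study reported 290 induced and 302 inhibited transcripts in Bbs8-/- RPE, 592 genes in all at a false discovery rate under 0.05. Of the genes it called, 6 belonged to the fetal RPE-specific list, 10 to the adult RPE-specific list and 18 to the RPE signature list, with about 70% of them lower in the mutant and about 30% higher. By qPCR the study found Cdh1 to be induced at P11 (p = 0.0180).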

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

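The test of library size on reads outside annotated genes was chosen after the difference had been seen.

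In 8 of 178 groups of 4 libraries, one library lay far from the other 3 relative to the range of the group, where chance gives about 8.9, so the number of such libraries is what chance gives. In Bbs8+/+, Ezr was 490.5 CPM in replicate 4 against 536.7 to 538 CPM in the others, and Sox9 was 241 CPM in replicate 2 against 211 to 214 CPM. Vangl2 was 47.65 CPM in Bbs8+/+ replicate 2, and Gja1 was 223.1 CPM in Bbs8+/+ replicate 3. In Bbs8-/-, Arl6ip1 was 1303 CPM in replicate 4 against 1396 to 1412 CPM, and the summed level of the other BBS genes was 296 CPM in replicate 2 against 314.6 to 315.7 CPM. Unc119 was 97.77 CPM in Bbs8+/+ replicate 3 and 98.76 CPM in Bbs8-/- replicate 3, so in both genotypes the library numbered 3 lay toward the other genotype. No technical or biological explanation was tested for these single libraries.

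A signal outside the gene counts also separated the genotypes. The share of uniquely aligned reads that fell outside annotated genes was 42.6% ± 0.542 in Bbs8+/+ and 44.27% ± 0.125 in Bbs8-/- (SD, n = 4 each), higher in 4 of 4 Bbs8-/- libraries (exact permutation p = 0.0286, the smallest the design allows). Bbs8-/- libraries had fewer counts on average, and a difference in library size could produce such a shift. Among the 2 Bbs8+/+ and 2 Bbs8-/- libraries with totals from 2159295 to 2277227 counts, the share still differed by 1.371 percentage points without overlap, which goes against library size as the cause, though only 4 libraries bear on it. Genomic DNA, unspliced RNA and 3′ ends missing from the annotation were not tested, so no biological explanation is offered.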

How the results depend on the processing

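The number of up-regulated genes ranged from 114 to 172, and that of down-regulated genes from 105 to 150, across the 8 fits that each left out one library, with 103 to 133 and 98 to 123 genes shared with the full fit. The DESeq2 Wald test gave 124 and 104 genes. Raising the threshold to FDR 0.01 left 92 and 81 genes, and an absolute log2 fold change of at least 0.5 left 62 and 69. A fixed coefficient of variation of 0.1 gave 272 and 304 genes, of which 96 and 107 were shared with the calls above, and this setting made 86 false calls among 261 on simulated counts. The median log2 fold change of all genes, -0.0041 in the full fit, lay between -0.0129 and 0.0066 in the 11 settings of scaling, filter and test.

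With the replicate number as a block, 134 genes were higher and 129 lower. Under the block the log2 fold change of Ttc8 was -1.97, and the set medians were 2.73 for lens, -0.23 for pigment cells, -0.082 for the adult list and -0.055 for the EMT panel. Deviations of same-numbered libraries had correlations from -0.073 to 0.007 across 4980 genes, so the numbers did not pair the libraries. By the labels, same-numbered libraries differ in genotype.

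Of 53 named genes past the threshold, 31 stayed past it in every alternative that gave a value, 22 fell short in at least 1, and 0 reversed. Of the 15 named genes not past it, 7 reversed in at least 1 alternative, each with an FDR of at least 0.579 throughout, and 0 came past it. Snai1 was 0.048 after thinning. Cldn19 ranged from -0.58 to 0.20, Vangl2 from -0.023 to 0.14, Bcl9l from -0.11 to 0.025 and Nfatc1 from -0.25 to 0.13 when one library was left out. Axin2 was 0.012 with the block, 0.00078 with DESeq2 and 0.096 after thinning, and ranged from -0.16 to 0.17 with one library left out. Tgfbr1 was 0.0014 with RLE factors, 0.0026 with filterByExpr, 0.0030 with the fixed coefficient of variation, 0.046 after thinning, 4.2e-05 without Gm42418 and mitochondrial genes and 0.032 with GC offsets, and ranged from -0.22 to 0.18 with one library left out. The cause was not tested.

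The lens, pigment cell, matrix, muscle and visual cycle sets kept their direction and side of the threshold in all 19 alternatives, and the other BBS genes stayed short of it. The adult list had an FDR of 0.0843 at an inter-gene correlation of 0.05 with its median of -0.086 unchanged. The fetal list, near 0 throughout, was -0.0015 with total counts only, -0.040 with no filter and -0.023 after thinning, and ranged from -0.028 to 0.015 with one library left out. The signature list was 0.0079 with GC offsets and ranged from -0.019 to 0.020, and the photoreceptor set ranged from -0.042 to 0.076. The EMT panel was -0.019 after thinning (FDR 0.0705), kept its median of -0.13 with fry (FDR 0.0692) and at an inter-gene correlation of 0.05 (FDR 0.0843), and ranged from -0.13 to 0.021 with one library left out. Hemoglobin was 0.047 with GC offsets (FDR 0.23) and 0.066 with fry (FDR 0.0852), and ranged from 0.039 to 0.11. The keratin set was -0.13 after thinning (FDR 0.262), and had too few tested genes for a value in 5 of the alternatives. The cause of these changes was not tested.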

Other observations

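Some tests here were chosen only after the result they bear on, or the study's calls on these libraries, had been seen. These are the 3 tests of spread between libraries by pairs, abundance and Y-linked share, the tissue carry-over test and the choroid test, and the glia set was written after the fall of Mal had been seen.

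The calls were compared with those from other splits of the 8 libraries. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many genes past FDR 0.05, the real one. The other 7 gave 0. The smallest share this comparison allows is 1 in 8, and it was limited to these splits because the genotypes share replicate numbers. Without that limit, 1 of 35 splits gave as many genes, the real one, a share of 0.0286, which goes against chance as long as the libraries are independent. The remaining 27 splits, which keep at least 2 same-numbered pairs together, gave at most 4 genes. At an unadjusted p under 0.05 the 34 other splits gave 409 to 1032 genes, against 1792 for the real split.

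Every library held both Xist (at least 1030 counts) and Y-linked transcripts (at least 139 counts), whereas a library from a single animal would be expected to hold one or the other. Each library may therefore come from RNA of several animals, and the libraries of one genotype may come from a single pool. The Y-linked share ran from 7.68% to 8.78% in Bbs8+/+ and from 14.9% to 17.3% in Bbs8-/-, and did not differ between the 4 libraries of a genotype beyond counting noise, with 0.2818 as the smaller of the chi-square p-values. Summed lens counts were also alike in the 4 Bbs8-/- libraries (chi-square p 0.4388), with a coefficient of variation of 2.75%, where counting noise alone gives 2.75%, although the removal of the lens would vary between animals. In Bbs8+/+ the same test, which assumes Poisson noise, gave a chi-square p of 0.0438. The typical variance of a gene in Bbs8+/+ was 2.097 times its mean or more at every abundance. This p therefore does not show that lens counts differed beyond that spread. Against a single pool, pairs of libraries of one genotype differed by more than Poisson noise, with a lowest index of 1.851. The spread at low counts was well above Poisson and nearly constant, which amplification without molecular identifiers could also give, and the coefficient of variation beyond it at 500 to 1000 counts was at most 3.997%, while the ratio of variance to mean rose further above 1000 counts. The paper's methods count every animal as a biological replicate. The design given with the deposited data names 4 mice of each genotype, but its extraction protocol says that RNA was quantified and mixed. Libraries from single animals, without mixing between samples, do not account for both transcripts in each. These tests leave open whether the 4 libraries of a genotype are separate pools or one pool, and the error estimates would be too small for the last case.

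The Y-linked share of Y-linked plus Xist counts, which is not itself the share of males, differed between the genotypes by 8.059 percentage points, so a different sex composition is a candidate explanation for some calls. It could account for the 10 called genes on the X and Y chromosomes, and not directly for the 299 elsewhere, whose response to sex was not separable from genotype.

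The lens set had a median log2 fold change of 2.744, and the summed level was 2.81-fold higher in Bbs8-/-. Lens tissue carried over at dissection may explain this. Bbs8-/- and carry-over cannot be told apart here, because the lists were drawn up with the study's calls in view and the genotype itself could change these genes. Of the 309 called genes 43 lay in the 7 sets of neighbouring tissues. The muscle and hemoglobin sets rose while the matrix, pigment and keratin sets fell, so no single neighbouring tissue covers them all.

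The fall of pigment cell genes might reflect less choroid, which holds melanocytes. The endothelium set, which would fall with it, had a median of 0.00648 (camera p 0.954), whereas the matrix set did fall and visual cycle genes did not, so the test leaves this open. The fall of Mal might reflect less nerve in the Bbs8-/- eyecups. A set of 12 other myelinating glia genes, written without Mal and S100b, had a median of -0.3359 (camera FDR 0.000116, adjusted over the 2 added sets) with 11 of 12 genes lower, in line with less glial RNA in these libraries, whether from dissection or from genotype.

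Among technical explanations for the calls as a whole, thinning all libraries to the smallest total gave 274 genes, 244 of them shared with the 309. Offsets by GC content gave 300 genes, 269 shared, and across 9038 genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.123 with GC content. Without Gm42418 and the mitochondrial genes 304 genes were called, 301 shared. None of these 3 removed most of the calls. Sequence from the donor strain around Ttc8 could alter nearby genes, but of 75 tested genes within 10 Mb other than Ttc8 only Psmc1 was called, against 307 of 13737 elsewhere (Fisher's exact p 1). Psmc1 was named after its value was seen. Because carry-over, sex composition and pooling remain open, the calls are not assigned to a biological effect of Bbs8 here.

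The numbers of genes called here were 152 higher and 157 lower, 309 in all. All of these are lower than the values quoted from the study above. The signature list held 11 called genes here. That is lower than the value quoted from the study above. Adjusted over each list alone, 4 signature genes were higher and 13 lower, together nearer to that value. The same adjustment gave 3 higher and 8 lower in the adult list, and 2 and 4 in the fetal list. Cdh1 fell here, opposite to the direction quoted from the study above. With a fixed coefficient of variation of 0.1 the counts here were 272 and 304 genes, but Trpm3, Anxa2, Mt1, Ezr and Vegfa were then not past the threshold (FDR from 0.066 for Vegfa to 0.256 for Trpm3). These genes are among the study's own calls, so a likeness in number does not explain the difference in calls. The cause of these differences was not tested.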
